A study of Mus musculus with 32 samples. Its data were reported in "Conserved helical motifs in the IKZF1 disordered region mediate NuRD interaction and transcriptional repression" (2025).

How the data were processed

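Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in B3 cells, a mouse pre-B cell line transduced with Ikaros (IKZF1) fused to an HA tag and to the ERt2 domain, which holds the protein outside the nucleus until 4-hydroxytamoxifen (4-OHT) is added. Cells were collected before 4-OHT (0 h) and 30 min, 1 h and 2 h after 500 nM 4-OHT. HA-Ikaros, CHD4 (the chromatin remodelling subunit of the NuRD complex) and H3K27ac (a histone mark of active promoters and enhancers) were each mapped in 2 replicates per time, which gives 8 libraries per target and 24 peak lists in all. The 8 input libraries were not analysed here on their own.

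The authors aligned paired-end reads to mm10 with Bowtie2, marked duplicates with Picard and called peaks with MACS2, in narrow mode for Ikaros and H3K27ac and in broad mode for CHD4. Their methods describe this for 0 h, 1 h and 2 h, and the settings for the 30 min libraries are not stated. The names of the lists say that an input was used, and there is 1 list per library. The methods state neither, nor which input went with which library. Whether a blacklist was applied to the lists is not stated either. Each list deposited by the authors gives a position, a score, a fold enrichment over the local background, and the −log10 of the p-value and of the q-value, and the narrow lists also give the summit. The score is the authors' display value and was not used in any comparison. The fold enrichment (a ratio) is the authors' value for that peak, and was used to rank, filter or describe peaks within one list and, with the p, to recover the depth of that list. The −log10 p and −log10 q of each peak, as deposited, were used to filter peaks and to recover depth. The lists hold no counts of reads per region, so no count model was run, and levels of a mark at one region were not compared between libraries other than by rank.

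Depth was recovered from the narrow lists. MACS2 computes the fold and the p from the same pileup and background, so the 2 values give both quantities back, and the most common background is the mean coverage of the library. Peaks with −log10 p under 40 were used. Of the smaller pileups at the most common background, 99.7% to 100% were counted as whole fragments. The tolerance for a whole value is not stated, and the pileup of 1 fragment was chosen so that at least 95% were whole. This share alone therefore does not show that the recovery is right. Tested on 4 simulated lists, the recovered coverage differed from the simulated one by at most 0.000145%. Coverage, given before any scaling of the pileups, ranged from 1.98 to 3.59 fragments per base in the Ikaros libraries. In the H3K27ac libraries it ranged from 3.75 to 4.34. Some lists, among them those of Ikaros at 0 h (scales of 0.947 and 0.862), had pileups scaled down. Broad CHD4 peaks carry averages over a region, so the depth of the CHD4 libraries is unknown. Greater depth lets weaker peaks pass the threshold, so peak numbers and overlaps move with depth.

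All peaks lay within the GRCm38 (mm10) chromosomes, and coordinates are 1-based on that build. Genes and transcription start sites (TSSs) came from GENCODE M21. A promoter peak lay within 1 kb of any annotated TSS and a distal peak lay farther away. An overlap needed at least 1 bp. Lists of a target were merged into regions. An Ikaros site was a merged Ikaros region that overlapped a peak in both replicates of at least 1 of 30 min, 1 h and 2 h. A region was gained when called in both 2 h and neither 0 h library, and lost when the reverse held. H3K27ac levels were compared as the mean percentile rank of the fold within a list, for peaks at Ikaros sites minus other peaks. Motif density was the number of GGAA, TTCC, GGGA and TCCC words per 100 bp within 50 bp of the Ikaros summit minus that in flanks 400 to 500 bp away. The loss of 0 h H3K27ac peaks was compared by Mantel-Haenszel odds ratios within 10 bins of the 0 h fold rank, with 95% intervals over peaks, which are not replicates.

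Groups were taken from the library titles. Each of 10 measures gave 1 value per library and was tested as a trend over the 4 times with an exact two-sided permutation test of Spearman's rho over all 40320 pairings, beside Pearson's r, with Benjamini-Hochberg adjustment over the 10. With 2 libraries against 2, an exact two-sided p cannot go below 0.333, so gained and lost regions were set beside the same counts for the other splits of the 4 libraries. CHD4 regions gained and those present throughout were compared by Fisher's exact test. Sites near 17 fast-repressed genes, a short list taken from the text of the study, were compared with 10000 random lists of protein-coding genes that had an H3K27ac peak within 1 kb of the TSS in both 0 h libraries. Named items were those 17 genes and the 5 gained Ikaros and 5 gained CHD4 regions with the highest mean fold percentile rank over the 2 h libraries. These rules and the alternatives were fixed before the data were examined, except where the closing section says otherwise.

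The alternatives were a −log10 q of at least 3, a fold of at least 3, an overlap of at least 50% of the shorter region, lists of equal size, other definitions of an Ikaros site, a 3 kb promoter distance, a 50 kb gene window, matched random genes, other words or windows around summits, median ranks, stitching of regions, other bins, replicate blocks, and leaving out libraries. For an alternative, its p took the place of the main p of that trend in the adjustment, and the other trends kept their main p. Simulated data were used to check the overlap, odds ratio and trend functions. Of 20000 simulated regions, 1500 of 1500 gained and 700 of 700 lost ones were recovered, and a planted odds ratio of 0.5 came back as 0.533. Among 300 simulated trends without an effect, 3.33% had an exact p under 0.05, and among 300 rising by 3 SD per hour 96.0% did. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.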

Results

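Ikaros, CHD4 and H3K27ac were mapped by ChIP-seq in B3 pre-B cells before and 30 min, 1 h and 2 h after 4-OHT, with 2 replicates per time and target. The question was how binding of Ikaros, recruitment of CHD4 and H3K27 acetylation change when Ikaros enters the nucleus. The Ikaros libraries had a mean coverage of 3.36 ± 0.328 fragments per base at 0 h (SD, n = 2), 2.26 ± 0.394 at 30 min, 2.38 ± 0.203 at 1 h and 2.49 ± 0.513 at 2 h, so the 0 h libraries were the deeper ones. The H3K27ac libraries ranged from 3.75 to 4.34. Peak calling was independent in each library, so a region absent from a list was below the threshold of that library and not shown to be unbound.

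The number of Ikaros peaks was 8674.5 ± 1206 at 0 h (SD, n = 2), 7277 ± 2693 at 30 min, 13660.5 ± 1716 at 1 h and 14202 ± 32.5 at 2 h. Its trend with time did not pass the adjustment over 10 trends (rho = 0.732, exact permutation p = 0.0548, adjusted p = 0.274, r = 0.765, exact permutation p = 0.0294, adjusted p = 0.112). Without the 2 h libraries, which lie farthest from the median time, r was 0.662. Under the alternative thresholds rho for Ikaros stayed at 0.732. The 0 h lists were not empty. In all, 5734 of the 23844 merged Ikaros regions were called in both 0 h replicates, against 8829 in both 2 h replicates. CHD4 peaks numbered 4244 ± 2483 at 0 h, 3725 ± 503 at 30 min, 5236.5 ± 296 at 1 h and 7558 ± 2878 at 2 h (SD, n = 2). The spread between CHD4 replicates was as large as the change with time (rho = 0.537, exact permutation p = 0.190, adjusted p = 0.317, r = 0.683, exact permutation p = 0.0571, adjusted p = 0.143, without 2 h r = 0.333). H3K27ac peaks numbered 23281.5 ± 2565 at 0 h, 26311 ± 4380 at 30 min, 25457.5 ± 2484 at 1 h and 29402.5 ± 6027 at 2 h (rho = 0.586, exact permutation p = 0.153, adjusted p = 0.317, r = 0.557, exact permutation p = 0.145, adjusted p = 0.283, without 2 h r = 0.337).

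**Figure D1:**
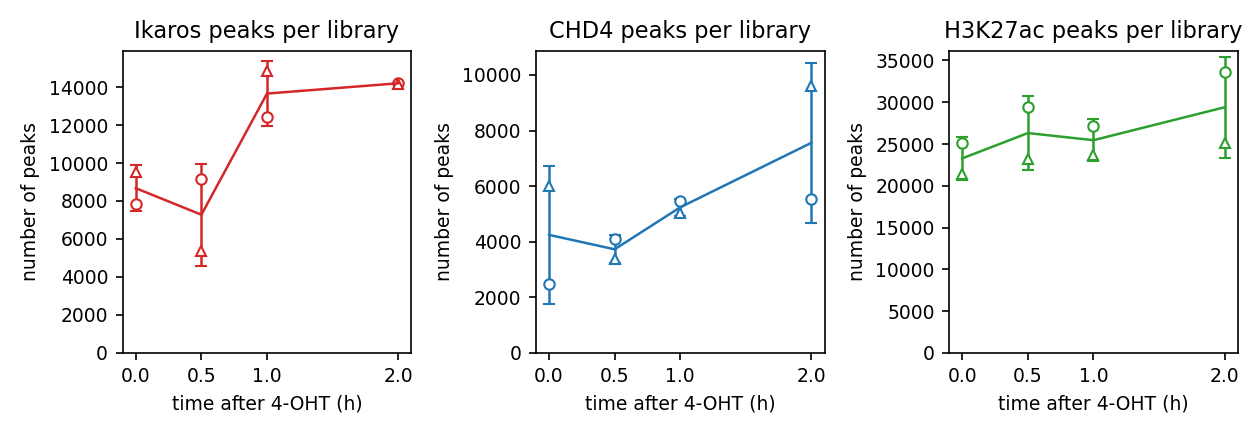
Number of peaks in each library against time after 4-OHT in hours for Ikaros, CHD4 and H3K27ac. Circles are replicate 1, triangles are replicate 2, and lines with bars are the mean and SD of n = 2, with Ikaros means of 8674.5 at 0 h and 14202 at 2 h, and the CHD4 replicates at 0 h and 2 h lay far apart.

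Between 0 h and 2 h, 2861 Ikaros regions were gained and 857 were lost. Dividing the same 4 libraries by replicate gave 419 and 142 regions, and the crossed division gave 187 and 294, so the gain exceeded the counts of both other divisions. With lists of equal size, the alternative that moved it most among those keeping both replicates, 908 Ikaros regions were gained and 1194 were lost, so the excess of gains over losses depended on list length. For CHD4, 815 regions were gained and 223 were lost. The division by replicate gave 1313 and 38 regions and the crossed one gave 153 and 144, so the gain at 2 h exceeded 1 of the other divisions and not the other. With lists of equal size, 236 CHD4 regions were gained and 436 were lost. For H3K27ac, 1465 regions were gained and 1092 were lost, against 71 and 499 for the division by replicate and 213 and 165 for the crossed one. Losses exceeded gains for H3K27ac with lists of equal size (649 gained, 1416 lost), with stitched regions (782 gained, 914 lost) and with a fold of at least 3 (1078 gained, 1126 lost).

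The 5 gained Ikaros regions with the highest ranks all carried H3K27ac peaks in every H3K27ac library. The first was on chromosome 4 from 108847272 to 108848609, centred in an exon and overlapping Kti12, Txndc12 and A730015C16Rik. It had a fold of 9.61 and 12.2 in replicates 1 and 2 at 2 h. The second was on chromosome 10 from 69352188 to 69353619, in a UTR at the TSS of Cdk1, with a fold of 7.79 and 12.2. The third was intergenic, on chromosome 2 from 128203362 to 128204703, 75231 bp from the TSS of Bcl2l11. The fourth was intergenic on chromosome 12 from 54737440 to 54739352, 21131 bp from the TSS of Snx6. The fifth lay on chromosome 15 from 97720454 to 97722064, in an intron at a TSS of Endou. Among the gained CHD4 regions, the first was on chromosome 6 from 100832842 to 100833653, in an intron at a TSS of Ppp4r2, and no Ikaros library had a peak there. The other 4 carried an Ikaros peak in both 2 h libraries. The second lay in an intron of Ppp1r16b on chromosome 2 from 158718957 to 158719665. The third lay in an intergenic region 4417 bp from the TSS of Aes on chromosome 10 from 81553362 to 81555071. The fourth lay in an exon of Slc16a5 on chromosome 11 from 115462818 to 115464046. The fifth lay in an intron of Stk4 on chromosome 2 from 164083569 to 164085575.

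To ask whether CHD4 lies where Ikaros binds, CHD4 peaks were compared with the 11261 Ikaros sites, of which 4096 were called in neither 0 h library. The share of CHD4 peaks at Ikaros sites was 78.0% ± 7.15 at 0 h (SD, n = 2), 82.7% ± 0.672 at 30 min, 80.8% ± 2.63 at 1 h and 61.3% ± 3.40 at 2 h. After CHD4 peaks were shifted by 100 kb the share was between 2.71% and 3.33%. The fall did not pass the adjustment (rho = -0.586, exact permutation p = 0.153, adjusted p = 0.317, r = -0.761, exact permutation p = 0.0337, adjusted p = 0.112), and it rested on the 2 h libraries, without which r was 0.308. The share at 0 h is bounded in what it shows, since the sites include regions already called at 0 h. With the 4096 sites not called at 0 h alone, the trend had the other sign (rho = 0.683, exact permutation p = 0.0825). The share of Ikaros sites with a CHD4 peak was 29.2% ± 15.4 at 0 h, 27.9% ± 4.04 at 30 min, 38.4% ± 3.41 at 1 h and 43.2% ± 19.3 at 2 h (SD, n = 2). The trend did not pass the adjustment (rho = 0.439, exact permutation p = 0.30, adjusted p = 0.429, r = 0.538, exact permutation p = 0.170, adjusted p = 0.283, without 2 h r = 0.465). Of the 815 gained CHD4 regions, 577 (70.8%) overlapped an Ikaros site, against 1036 of 1103 (93.9%) of the regions called in all 0 h and 2 h libraries (odds ratio 0.157, Fisher's exact test p = 3.89e-43, over regions and not replicates). The odds ratio was 0.106 (Fisher's exact test p = 9.12e-33) with a fold of at least 3 and 0.226 (Fisher's exact test p = 4.57e-11) with lists of equal size. The direction changed under 2 other alternatives. With a −log10 q of at least 3, which left 54 gained regions, the odds ratio was 5.08 (Fisher's exact test p = 0.00676), and with sites not called at 0 h it was 1.95 (Fisher's exact test p = 7.89e-10).

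**Figure D2:**
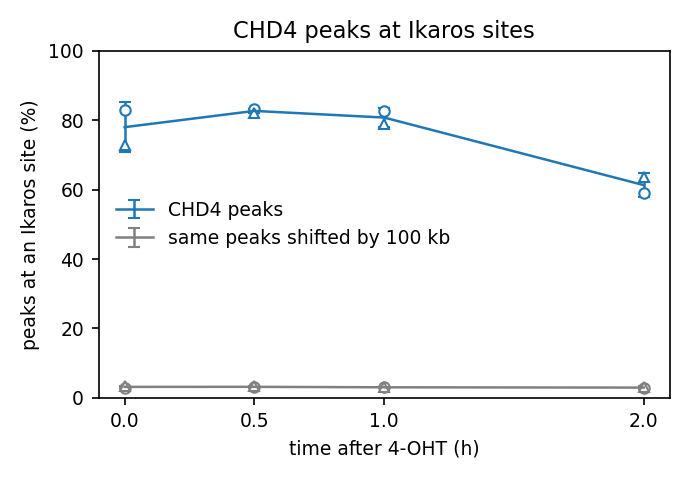
Percent of CHD4 peaks at an Ikaros site against time after 4-OHT in hours, beside the same peaks shifted by 100 kb. Circles are replicate 1, triangles are replicate 2, and lines with bars are the mean and SD of n = 2, with a share of 80.8% at 1 h and 61.3% at 2 h and a shifted share of at most 3.33%.

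H3K27ac at Ikaros sites was then followed to ask whether acetylation falls where Ikaros binds, and whether distal sites differ from promoters. Ranked over all peaks of a list, peaks at Ikaros sites stood 28.9 ± 2.0 percentile points above other peaks at 0 h (SD, n = 2), and 32.2 ± 2.77 at 2 h (rho = 0.537, exact permutation p = 0.190, adjusted p = 0.317, r = 0.441, exact permutation p = 0.269, adjusted p = 0.372, without 2 h r = 0.178). The difference was 31.5 ± 1.75 at 0 h and 33.7 ± 2.08 at 2 h for distal peaks (rho = 0.390, exact permutation p = 0.361, adjusted p = 0.451, r = 0.420, exact permutation p = 0.298, adjusted p = 0.372, without 2 h r = 0.171). For promoter peaks it was 19.6 ± 1.06 and 20.9 ± 2.2 (rho = 0.195, exact permutation p = 0.672, adjusted p = 0.672, r = 0.301, exact permutation p = 0.474, adjusted p = 0.474, without 2 h r = -0.340). The distal minus promoter difference had no trend past the adjustment (rho = 0.342, exact permutation p = 0.422, adjusted p = 0.469, r = 0.329, exact permutation p = 0.442, adjusted p = 0.474, without 2 h r = 0.751), and its sign changed when promoters were taken within 3 kb (rho = -0.683, exact permutation p = 0.0825). The direction of these trends depended on which peaks were ranked. Over the 14715 regions called in all 8 H3K27ac libraries, a choice made after the data were seen, the difference at Ikaros sites fell with time (rho = -0.927, exact permutation p = 0.00317, adjusted p = 0.0159). That adjusted p was taken beside the main p of the other trends and does not allow for the late choice.

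**Figure D3:**
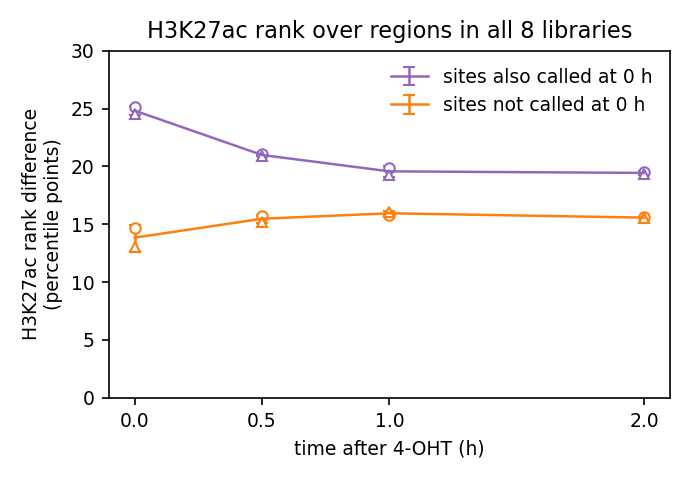
H3K27ac percentile rank at Ikaros sites minus that at regions with no site, in percentile points, against time after 4-OHT in hours, over the 14715 regions called in all 8 H3K27ac libraries. Circles are replicate 1, triangles are replicate 2, and lines with bars are the mean and SD of n = 2, and at sites also called at 0 h the replicate values fell from 25.1 and 24.5 to 19.5 and 19.3.

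H3K27ac peaks of the 0 h lists were lost less often at Ikaros sites than elsewhere. A peak can stay called while its level falls, so this does not show whether acetylation fell at these sites. At 2 h, 5.30% of the 9762 replicate 1 peaks at Ikaros sites and 24.2% of the 15333 other peaks were not called, and within bins of peak strength the odds ratio was 0.736 (95% interval 0.659 to 0.822). In replicate 2 it was 0.613 (0.545 to 0.689), which gives a mean log2 odds ratio of -0.57 ± 0.19 (SD, n = 2). The mean log2 odds ratio was -1.17 ± 0.04 at 30 min and -1.03 ± 0.02 at 1 h. Each later library was set against the 0 h library of the same replicate number. Against the 0 h list of the other replicate the means were -1.41 ± 0.37 at 30 min, -1.06 ± 0.23 at 1 h and -0.60 ± 0.0045 at 2 h. The SDs thus depended on which libraries were paired. With the same number, the mean at 2 h was -0.54 ± 0.15 for distal and -0.62 ± 0.20 for promoter peaks. That difference was smaller than either SD, but had the same sign in both replicates. The values were -1.04 ± 0.18 and -1.19 ± 0.30 at 30 min, where replicate 2 had the opposite order (odds ratios of 0.446 and 0.505). At 1 h the order was reversed, with -1.02 ± 0.04 for distal and -0.92 ± 0.08 for promoter peaks. The 2 h order held with a fold of at least 3 (-0.45 and -0.56). It held narrowly with an overlap of 50% (-0.63 and -0.64), the crossed 0 h list (-0.59 and -0.60) and no bins (-2.28 and -2.30). It was reversed with lists of equal size (-0.73 and -0.44) and with promoters within 3 kb (-0.63 and -0.48). The same reversal came with a −log10 q of at least 3 (-0.62 and -0.55), sites called in both 2 h libraries (-0.84 and -0.73) and sites not called at 0 h (-1.49 and -1.01). The order of distal and promoter peaks thus depended on time and setting. Without bins the value for all peaks at 2 h was -2.52, so the bins of peak strength removed most of the plain difference.

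The density of Ikaros core words at Ikaros summits, above their flanks, fell from 1.80 ± 0.0270 words per 100 bp at 0 h (SD, n = 2) to 1.10 ± 0.0789 at 30 min, 0.960 ± 0.131 at 1 h and 0.766 ± 0.139 at 2 h. The trend passed the adjustment on rho (rho = -0.927, exact permutation p = 0.00317, adjusted p = 0.0317) and not on r (r = -0.858, exact permutation p = 0.0127, adjusted p = 0.112, without 2 h r = -0.922). Between 1 h and 2 h replicate 2 hardly changed (0.867 to 0.865). Control words of the same base composition also fell (rho = -0.927, exact permutation p = 0.00317). These control words can overlap core words, as GAAG does GGAA in GGAAG, so their fall cannot separate the core words from base composition. The core words minus the control words, a measure added after the data were seen, fell from 0.954 and 1.00 in replicates 1 and 2 at 0 h to 0.26 and 0.35 at 2 h, which did not pass the adjustment (rho = -0.878, exact permutation p = 0.0103, adjusted p = 0.103). With lists of equal size the fall no longer passed the adjustment (rho = -0.781, exact permutation p = 0.0349, adjusted p = 0.274). The words are also cores of ETS-family sites, so the density is not specific to Ikaros.

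**Figure D4:**
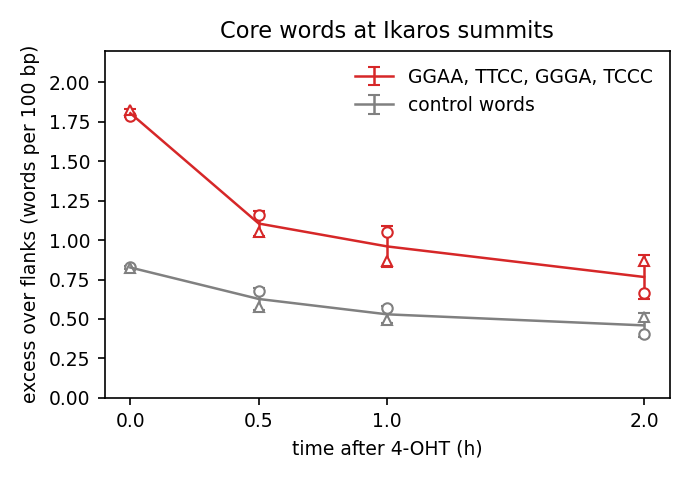
Words per 100 bp within 50 bp of Ikaros summits minus flanks, against time after 4-OHT in hours, for the Ikaros core words and for control words of the same composition. Circles are replicate 1, triangles are replicate 2, and lines with bars are the mean and SD of n = 2, and the core words fell from 1.80 at 0 h to 0.766 at 2 h.

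For 17 genes that the study names as fast repressed, the mean number of Ikaros sites within 20 kb of the TSS was 2.29, above 99.97% of random lists (median 1.12). These genes are a short list taken from the study's text and not its whole group of fast-repressed genes. The study names several of them for Ikaros-repressed enhancers, or for super-enhancers that lost H3K27ac, in these cells. The list was thus partly chosen for nearby Ikaros binding and for H3K27ac loss, and no percentile given for it is independent evidence. Hs3st2, Itga5 and Serpinf1 had no H3K27ac peak within 1 kb of the TSS in both 0 h libraries, so these 3 of the 17 genes were outside the pool of 9017 genes that random lists were drawn from. Counting sites not called at 0 h, the list stood at the 87.3th percentile. The mean number of H3K27ac regions lost at 2 h was 0.118 per gene, at the 89.2th percentile. The list holds neighbours that are not independent: Igll1 (ENSMUSG00000075370.12, chromosome 16 from 16860671 to 16863985) and Vpreb1 (ENSMUSG00000059305.12, chromosome 16 from 16868403 to 16870843) share the same 3 Ikaros sites. Hs3st2 and Ramp1 had 0 sites within 20 kb. Lost H3K27ac regions lay near Ccnd1 (chromosome 7 from 144929931 to 144939925) and Itga5 (chromosome 15 from 103344286 to 103366763), 1 region each, and near none of the other 15 genes.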

Values the study reported

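The study counted 106909 ATAC-seq peaks and found that 12.7% of sites had lower and 3.4% had higher accessibility 2h after induction. Of the sites with lower accessibility, 68% overlapped H3K27ac. Accessibility was lower at 30% of accessible sites in active enhancers and at 15% of those in active promoters. At sites with lower accessibility the study also reported a marked loss of H3K27ac. It found this loss significant at active enhancers within 30 min, and at promoters not before 1 h. Nascent RNA changed for 139 genes within 30 min, with 126 down and 13 up.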

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

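The division of Ikaros sites by their 0 h call, the ranking over regions called in all 8 H3K27ac libraries and the test on H3K27ac depth were chosen after the H3K27ac ranks had been seen. Over those 14715 regions, H3K27ac rank changed unequally at 2 kinds of Ikaros site. At 5713 regions with a site already called at 0 h, the rank above regions with no site fell from 25.1 and 24.5 percentile points in replicates 1 and 2 at 0 h to 19.5 and 19.3 at 2 h (rho = -0.878, exact permutation p = 0.0103). At 2543 regions with only sites not called at 0 h it was 14.6 and 13 at 0 h, below the 6 later values of 15.2 to 16.1, but the trend over all times did not reach 0.05 (rho = 0.586, exact permutation p = 0.153). The difference between the 2 kinds narrowed from 10.5 and 11.5 points at 0 h to 3.93 and 3.80 at 2 h (rho = -0.878, exact permutation p = 0.0103, r = -0.778, exact permutation p = 0.0345). This difference between groups is what drew attention to it. The same difference fell among distal regions (rho = -0.927, exact permutation p = 0.00317) and among promoter regions (rho = -0.830, exact permutation p = 0.0198). Against regions with no site, sites called at 0 h fell among distal regions (rho = -0.976, exact permutation p = 0.000794). Among promoter regions both 0 h values, 20.6 and 20.3, lay above the 6 later ones, which ran from 15.4 to 16.7 without a further fall, so the trend over all times did not reach 0.05 (rho = -0.586, exact permutation p = 0.153). Whether distal and promoter regions differ in this was not tested.

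Regression to the mean would bring the higher class down and the lower one up without any effect. Within 10 bins of the 0 h rank in the other replicate, the change from 0 h to 2 h was still lower at sites called at 0 h, by -5.55 (95% interval -6.45 to -4.77) and -7.14 (-8.08 to -6.26) percentile points in replicates 1 and 2, with a mean of -6.35, which argues against it as the whole cause. Library depth stays open. The difference between the classes went with H3K27ac coverage at rho = 0.524 (exact permutation p = 0.197), and the 0 h libraries, at 4.25 and 4.30, were among the deeper ones. The deepest library, replicate 1 at 1 h (4.34), had a difference of only 4.06, which goes against depth but is a single library. These are coverages before the scaling of pileups. After scaling, replicate 1 at 30 min had the highest background (3.75), with a difference of 5.32. A change in the inputs used as background was not tested. A loss of acetylation that is larger where Ikaros was already detectable before induction may be an explanation, and as ranks are relative, a rise elsewhere would give the same values.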

How the results depend on the processing

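The ranking over shared H3K27ac regions, summits in shared Ikaros regions, core minus control words, the odds ratio within bins of CHD4 fold rank and the 100 bins were added after the data were seen. There were 151 alternative values for 24 results with no library left out. Of these, 96 were classed as the same, 14 as reversed, 3 as weaker, 2 as stronger and 36 as moved. For values with a p or a spread, the same meant keeping direction and side of the threshold or staying within the spread. Region counts and gene-list percentiles have neither, and some classed as the same still changed. Lost Ikaros regions went from 857 to 1194 with lists of equal size. With a fold of at least 3, both H3K27ac counts were classed as the same, although 1126 lost regions then exceeded 1078 gained. The lists hold only chromosomes 1 to 19, X and Y, so using all contigs could change nothing and its 24 values are not among the 151, and an overlap of 50% cannot change gained or lost regions or sites near genes, since each peak lies inside its own region. Where no cause is given below, the cause was not tested.

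The fall of motif density kept its direction but did not pass the adjustment with lists of equal size (rho = -0.78, exact permutation p = 0.0349, adjusted p = 0.274) or for core minus control words (rho = -0.88, exact permutation p = 0.0103, adjusted p = 0.103). The other alternatives with a test gave adjusted p from 0.00794 to 0.0347. These include the control words on their own. As control words can overlap core words, their fall cannot decide whether the change was specific to the core words. A −log10 q of at least 3 turned the promoter H3K27ac trend to rho = -0.10 and the odds ratio of gained CHD4 regions to 5.08, left 54 gained and 67 lost CHD4 regions, and gave a log2 odds ratio of H3K27ac loss at 30 min of -1.11. A fold of at least 3 gave rho = -0.10 for the promoter trend, 0.93 for distal minus promoter, now past the adjustment, 484 gained and 336 lost CHD4 regions, 1078 gained and 1126 lost H3K27ac regions, and log2 odds ratios of loss of -0.99 at 30 min and -0.93 at 1 h. Overlap of 50% gave -1.32 and -1.18 for these.

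Lists of equal size turned the share of Ikaros sites with CHD4 to rho = -0.29, the H3K27ac rank difference to -0.29, the distal one to -0.34 and the promoter one to -0.44. They gave 908 gained and 1194 lost Ikaros, 236 gained and 436 lost CHD4 and 649 gained and 1416 lost H3K27ac regions, so that losses exceeded gains for all 3 targets, log2 odds ratios of loss of -1.11 at 30 min, -0.82 at 1 h and -0.73 for distal sites at 2 h, and the 99.2th percentile for lost H3K27ac regions near the named genes, a list partly chosen for such loss. Other alternatives put that percentile below the main 89.2. It was 66.7 with a −log10 q of at least 3, 81.0 with matched random genes, 83.1 with a 50 kb window and 87.8 with a fold of at least 3. Shorter lists hold fewer regions by construction, but lost regions rose from the main 857 for Ikaros, 223 for CHD4 and 1092 for H3K27ac. The cause of that rise and of the reversed trends was not tested. Sites called in both 2 h libraries gave log2 odds ratios of loss of -0.82 at 2 h, -1.34 at 30 min, -1.14 at 1 h and -0.84 for distal sites. Sites not called at 0 h gave -1.32, -1.58, -1.61 and -1.49 for the same, -1.01 for promoters, rho = 0.68 for the share of CHD4 peaks, an odds ratio of 1.95 for gained CHD4 regions and the 87.3th percentile for Ikaros sites near the named genes.

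Promoters within 3 kb turned distal minus promoter to rho = -0.68. Stitching gave 782 gained and 914 lost H3K27ac regions. Without bins the log2 odds ratios of loss were -2.52 at 2 h, -3.26 at 30 min, -2.98 at 1 h, -2.28 for distal and -2.30 for promoter peaks, and 100 bins of fold rank and width gave -0.34, -0.93 and -0.81 for 2 h, 30 min and 1 h. The crossed 0 h list gave -1.41 ± 0.37 at 30 min and -1.06 ± 0.23 at 1 h (SD, n = 2). Values at these times were classed by the smaller SDs of the main pairing. Ranks over shared regions turned the H3K27ac trends to rho = -0.93 for all, -0.93 for distal, -0.49 for promoter and -0.44 for distal minus promoter. Weak peaks that enter the longer later lists are left out by construction.

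In the trend tests the numbers were not taken to pair the libraries. Deviations between libraries with the same number hardly correlated over regions. In H3K27ac, CHD4 or Ikaros fold rank the correlation ran from -0.0319 to 0.0901 over the pairs of times. That correlation leaves out an offset common to all regions, and replicate 1 had more H3K27ac peaks and a higher H3K27ac rank difference than replicate 2 at all 4 times. With a replicate block, in which times were permuted within replicates, none of the 10 trends changed its call. The motif trend had rho = -0.98 (exact permutation p = 0.00347, the smallest such a block can give), and H3K27ac peak number had rho = 0.83 (exact permutation p = 0.0313, adjusted p = 0.156). For sites called at 0 h against sites not called at 0 h, H3K27ac rank over shared regions gave a block exact permutation p of 0.0139 over all, 0.0104 over distal and 0.0625 over promoter regions, the last no longer under 0.05.

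Leaving out single libraries or a replicate gave rho from 0.60 to 1 for Ikaros peak number, 0.33 to 1 for CHD4, 0.422 to 1 for H3K27ac, -0.844 to -0.385 for the share of CHD4 peaks, 0.239 to 0.679 for the share of Ikaros sites, 0.349 to 0.80 for the H3K27ac rank difference, 0.147 to 0.80 for distal, -0.165 to 0.422 for promoter, 0.0184 to 0.514 for distal minus promoter and -1 to -0.899 for motif density. For CHD4 peak number rho was 0.33 without replicate 2 at 2 h and 0.973 without replicate 2 at 0 h. The promoter trend changed sign without replicate 1 at 2 h (-0.165), and distal minus promoter went to 0.0184 when 1 of the 0 h replicates was left out, whichever it was. Calling regions in 1 replicate alone gave 7033 to 7819 gained and 2083 to 2613 lost Ikaros regions, 4004 to 5476 and 1042 to 1831 for CHD4, and 4261 to 10105 and 2419 to 3267 for H3K27ac, more by construction. Depth limits what absence from a list shows, and for CHD4 the depth is unknown.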

Other observations

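The tests on Ikaros depth, CHD4 spread, control words, equal-size CHD4 lists and summit precision were chosen after their values had been seen, and the shared Ikaros regions, bins of CHD4 fold rank and 100 bins of H3K27ac were added after the data were seen. Ikaros peak numbers were higher at 1 h and 2 h than at 0 h, and not at 30 min, in a trend that did not pass the adjustment. Coverage before scaling does not account for the higher numbers, since it was at most 2.85 at 1 h and 2 h against at least 3.13 at 0 h. That coverage did not rise with time (rho = -0.488, exact permutation p = 0.247). After the scaling of pileups the times were not fully apart, with backgrounds of 3.40 and 2.70 at 0 h. Replicate 1 at 2 h, at 2.85, lay above the lower of these. The other 1 h and 2 h libraries, at 2.12 to 2.52, lay below both. The gain of CHD4 regions at 2 h may come from the spread between libraries, as the division by replicate gave 1313 regions against 815, although the crossed division gave 153.

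The fall of motif density at Ikaros summits has several possible technical sources. Weaker peaks entering the longer lists would leave no fall in the 2305 regions called in all 8 Ikaros libraries, but density fell there too (rho = -0.927, exact permutation p = 0.00317). Base composition at the summits would leave no fall of the core words beyond the control words, and the excess fell as well (rho = -0.878, exact permutation p = 0.0103, adjusted p = 0.103). The control words also fell, but as they can overlap core words, this does not show whether composition accounts for part of the fall. A larger share of promoter summits would leave none among distal summits, where rho was also -0.878. Less precise summits in shallower libraries stay open: among the 6 later libraries motif density did not follow coverage (rho = -0.0286, exact permutation p = 1), but the 0 h libraries were the deepest. An effect of induction on where Ikaros is held within a region also stays open and was not tested.

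Longer lists accounted for part of the smaller share of CHD4 peaks at Ikaros sites at 2 h. With the top 2488 peaks of each CHD4 list, both 2 h shares, 71.5% and 78.1%, lay below the other 6, the lowest of which was 81.2%. With the Ikaros lists of equal size as well, the 2 h shares of 49.8% and 54.2% were only just below the lowest other share of 55.2%, and the trend had rho = -0.293 (exact permutation p = 0.513). Ikaros peaks that missed the rule for a site did not account for it. Counting any Ikaros peak, the 2 h shares were 69.2% and 79.3%, and the others at least 89.9%. Whether the peaks away from sites belong to single libraries stays open, as 24.7% and 14.3% of them recurred in the other 2 h replicate against 2.07% and 1.52% after a shift, a margin that did not reach 10 times in both. Fewer of them carried H3K27ac at 2 h (48.9% and 65.9%) than at 1 h (80.4% and 75.4%).

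Gained CHD4 regions lay at Ikaros sites less often than standing ones also within bins of 2 h fold rank (odds ratio 0.172, 95% interval 0.126 to 0.235), which goes against weaker peaks as the cause. The filters that remove weaker peaks did not all point one way. The odds ratio was 0.106 (Fisher's exact test p = 9.12e-33) with a fold of at least 3 and 0.226 (p = 4.57e-11) with lists of equal size, both against weaker peaks, and 5.08 with a −log10 q of at least 3, which left 54 gained regions and goes with them. This explanation therefore stays open. H3K27ac peaks at Ikaros sites were also lost less often at 2 h within 100 bins of fold rank and width (mean log2 odds ratio -0.34 ± 0.08, SD, n = 2). The value was -2.52 without bins and -0.57 within bins of fold rank alone, so wider or stronger peaks account for part of the difference. It still shrank as the bins became finer, and peaks within a bin can still differ in strength and width. Whether such peaks account for all of the difference therefore stays open.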
